A study of Homo sapiens with 36 samples. Its data were reported in "Metabolism-dependent secondary effect of anti-MAPK cancer therapy on DNA repair" (2024).

How the data were processed

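RNA from the cytoplasm of A375 melanoma cells was depleted of ribosomal RNA and sequenced by the authors in 36 libraries, which are 12 combinations of siRNA and treatment with 3 replicates each. The siRNAs were siGL2, siCTU2 and siEPRS1, with 2 siRNAs pooled for each human target. The treatments were DMSO, the MAPK pathway inhibitors vemurafenib and cobimetinib (MAPKi), control medium and glutamine-free medium for the last 24 h of 48 h. The deposited table holds raw counts per gene, which the authors made by trimming reads with fastp, aligning them with HISAT2 to GRCh38 with the NCBI annotation and counting exon reads with htseq-count. It carries no normalisation. The values were whole numbers, and 10927 genes had a total count below 2, so unexpressed genes had not been removed. In 5088 cases a gene symbol carries a numeric suffix, and 501 of these were tested. The suffix was read as the mark of a second copy of the gene in the annotation. The counts come without coordinates, so this reading was not checked, and it underlies every mention of a second copy below.

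Total counts per library ranged from 32.9 M to 41.5 M. The most abundant gene took 1.15% of all counts. The biological coefficient of variation estimated by edgeR was 15.2%. The floor for a detected gene was set at 3 counts, and a fold against a group with all libraries at or under it is given as a lower bound. Reads carry no molecular identifiers, so such bounds cover counting error only.

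Counts were analysed with R 4.3.3 and edgeR 4.0.16. Libraries were scaled by TMM, and genes with a mean normalised count of at least 10 were tested, 17512 in number. A quasi-likelihood model with 12 groups was fitted to all 36 libraries without a covariate. For counts of regulated genes, each of 12 comparisons and 4 interactions was tested two-sided against a 1.5-fold change (0.585 on the log2 scale) with glmTreat, and genes with a Benjamini-Hochberg adjusted p of at most 0.05 were called. An interaction is the treatment effect after a depletion minus that in siGL2 cells. Adjusted p of single genes come from glmQLFTest against no change unless the 1.5-fold test is named. The genes named were EPRS1, CTU2, members of the gene lists and, per comparison, the 3 largest rises and the 3 largest falls among called genes with a mean normalised count of at least 100 and the same direction in all 3 pairs of libraries with the same replicate number. A gene that this rule picks is not reported here.

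Replicates with the same number resembled each other. After removal of group means, 33 of the 36 same-numbered pairs within comparisons had a correlation across 12050 genes above 0.1 (0.05 to 0.41). The labels carry a number that all libraries with the same replicate number share, without saying what it marks. The fit without a covariate was kept as fixed beforehand, and the replicate number was tried as a block.

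There were 8 preset gene lists, namely MAPK pathway output, amino acid response, aminoacyl-tRNA synthetases, wobble uridine enzymes, interferon response and the 3 sets of genes that the study measured by RT-qPCR. They hold 85 genes, of which 83 were tested. Lists were tested with camera (limma 3.58.1, correlation 0.01), and adjusted p cover 96 tests.

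Coding sequences and 3′ UTRs came from GENCODE release 44 on GRCh38, which differs from the annotation the authors used. By symbol, 27315 genes of the table were matched, 19023 of them with a coding sequence. The shares of 10 codons were compared in 8 comparisons by beta regression with coding length as covariate (glmmTMB 1.1.9) and Tukey contrasts (emmeans 1.11.2.8), adjusted over 80 tests. Genes are not independent replicates, so each value was also set against 10000 random lists of uncalled genes matched on expression, or on expression and the GC share at the third codon position (GC3), for which 0.0002 is the smallest p possible. The 7-mers that match the seeds of the siRNAs were taken from the reagent sequences that the study lists, and their scores were computed with Python 3.11.15.

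The methods were tested on simulated data. Of 200 genes changed in simulated counts for 17512 genes, edgeR called 138 and 0 of the unchanged genes, with 85 of 100 called at 4-fold and 53 of 100 at 2-fold. DESeq2 1.42.0 called 131 and 0 unchanged ones. A fit of the libraries of the comparison alone called 123 and 3 unchanged ones. The interaction test called 115 and 0 unchanged ones. The codon regression gave an unadjusted p below 0.05 in 0 of 20 sets drawn at random. Of 40 gene sets drawn by GC3 alone, 40 were called against lists matched on expression and 2 against lists matched on GC3. The 7-mer score ranked 4 of 4 planted 7-mers lowest.

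The comparisons and their tests, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined. The lists matched on the GC3 of other codons, the 7-mer scores, the amino acid shares and the tests of explanations were added later, and those chosen only after their result was seen are named with the observations. The alternatives were a test against no change, DESeq2 with the same threshold, DESeq2 size factors in edgeR, a filter on a total count of at least 2, filterByExpr, a fit of the libraries of a comparison alone, the replicate number as a block, protein-coding genes only, an adjusted p of at most 0.01 and the omission of each library. For lists they were camera with estimated correlation, fry and the block. For codons they were other reference sets, DESeq2 calls, the MANE transcript, the block and the omission of each replicate number. Other experiments of the study, such as those on ribosome profiling, translation-dependent mRNA decay, amino acid concentrations and proteins, were not used here.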

Results

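Cytoplasmic RNA was sequenced from 36 libraries of A375 cells, a human skin melanoma line. The cells were transfected with siRNAs against CTU2, an enzyme subunit that thiolates wobble uridines of tRNAs, against EPRS1, the glutamyl-prolyl-tRNA synthetase, or with the control siRNA siGL2, whose target is luciferase. They were harvested 48 h after transfection and spent the last 24 h in DMSO, in MAPK pathway inhibitors (MAPKi), in control medium or in glutamine-free medium. Each of the 12 combinations of siRNA and treatment had 3 replicates. Total counts per library ranged from 32.9 M to 41.5 M with a median of 35.9 M, and 17512 genes passed the filter on low counts. Values below are CPM (counts scaled by TMM to a common library size) as mean ± SD with n = 3 libraries. Log2 fold changes carry an approximate standard error (SE). It is the absolute log2 fold change divided by the square root of the F statistic of glmQLFTest.

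EPRS1 lies on chromosome 1 from 219968600 to 220046530 and CTU2 on chromosome 16 from 88706483 to 88715396 (GRCh38). The siRNAs lowered their targets in every library, so the labels and the target genes matched. EPRS1 mRNA in siEPRS1 cells was 7.49% ± 0.88 (SD, n = 3) of its level in siGL2 cells in DMSO, 8.16% ± 0.98 under MAPKi, 6.94% ± 0.62 in control medium and 6.18% ± 0.63 without glutamine. CTU2 mRNA in siCTU2 cells was 16.2% ± 1.6 (SD, n = 3) of its siGL2 level in DMSO, 19.4% ± 0.87 under MAPKi, 16.4% ± 3.5 in control medium and 29.2% ± 1.8 without glutamine. The SDs of these percentages were propagated from the SDs of the depleted and siGL2 groups, without pairing of replicates. The highest EPRS1 value of any siEPRS1 library was 31.22 CPM and the lowest of any other library 170.2 CPM. For CTU2 the highest siCTU2 library stood at 8.048 CPM and the lowest of the others at 15.62 CPM.

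**Figure D1:**
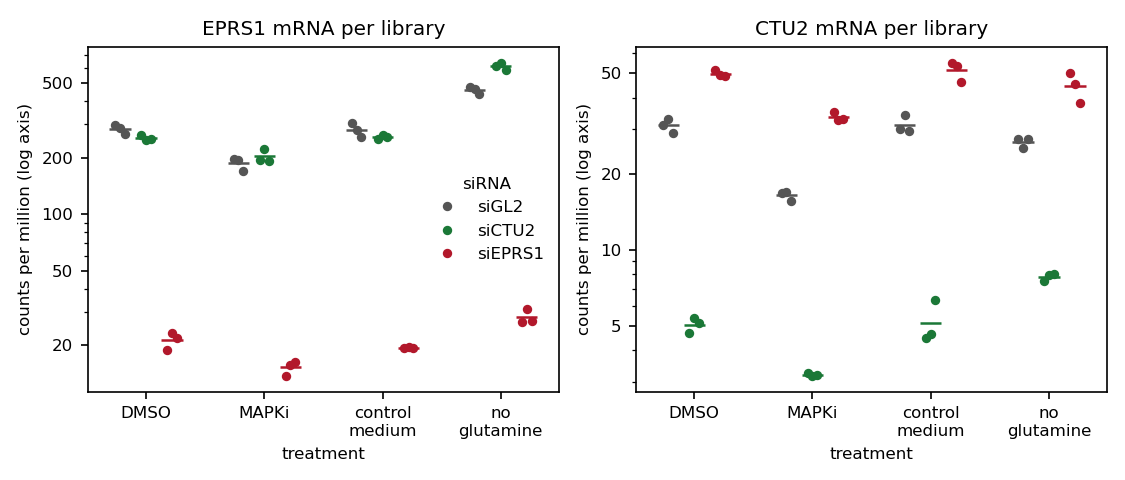
EPRS1 (left) and CTU2 (right) mRNA in CPM on a log axis, by treatment and siRNA, where each point is 1 library and each bar the mean of 3. The siEPRS1 libraries stayed at or below 31.22 CPM of EPRS1 and the siCTU2 libraries at or below 8.048 CPM of CTU2.

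The study contrasts EPRS1 under the drugs and without glutamine. In siGL2 cells MAPKi changed EPRS1 mRNA by −0.60 on the log2 scale (SE 0.08, edgeR adjusted p 6.44e-08), and glutamine-free medium changed it by 0.71 (SE 0.08, adjusted p 1.43e-08). The difference between the effects was −1.31 (SE 0.11, adjusted p 2.91e-11). Neither EPRS1 change was past the 1.5-fold threshold, with adjusted p of 0.392 and 0.16 in that test. CTU2 mRNA in siGL2 cells changed by −0.92 after MAPKi (SE 0.10, adjusted p 1.2e-09) and passed the 1.5-fold test (adjusted p 0.00067). Without glutamine CTU2 changed by −0.23 (SE 0.10, adjusted p 0.0513), and the call depended on the setting, from an adjusted p of 0.0275 with DESeq2 to 0.241 without siGL2 control-medium replicate 2, with 0.04 for the replicate number as a block. Without siGL2 control-medium replicate 3 the CTU2 change was −0.27 (adjusted p 0.0441). All 3 same-numbered pairs moved in the direction given for each of these EPRS1 and CTU2 changes, after MAPKi and without glutamine. For CTU2 without glutamine the pairs went from 30.12 to 27.58, from 34.32 to 25.22 and from 29.6 to 27.53 CPM. Depletion of EPRS1 raised CTU2 mRNA by 0.68 in DMSO (adjusted p 5.09e-07) and 0.72 in control medium (adjusted p 1.88e-07). EPRS1 in siCTU2 cells differed from siGL2 cells by −0.16 in DMSO (adjusted p 0.0872) and −0.12 in control medium (adjusted p 0.219). The EPRS1 difference in DMSO passed with the replicate number as a block (adjusted p 0.0427) and with the libraries of the comparison alone (0.0429), in a range up to 0.267 over the alternatives.

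The comparison of MAPKi with DMSO asks which mRNAs the drugs change. In siGL2 cells 3088 genes were lower and 3120 higher by more than 1.5-fold (edgeR, adjusted p at most 0.05). The same comparison gave 2694 lower and 2686 higher in siCTU2 cells, and 2237 lower and 2046 higher in siEPRS1 cells. The alternative that moved these counts most was a test against no change, which called 12036 genes in siGL2 cells. Of the 6208 genes called in siGL2 cells, 4019 were called in the same direction in siCTU2 cells and 3469 in siEPRS1 cells. Across all tested genes, the MAPKi effect in siGL2 cells had a Spearman correlation of 0.79 with that in siCTU2 cells and 0.80 with that in siEPRS1 cells, where genes are not independent replicates.

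**Figure D2:**
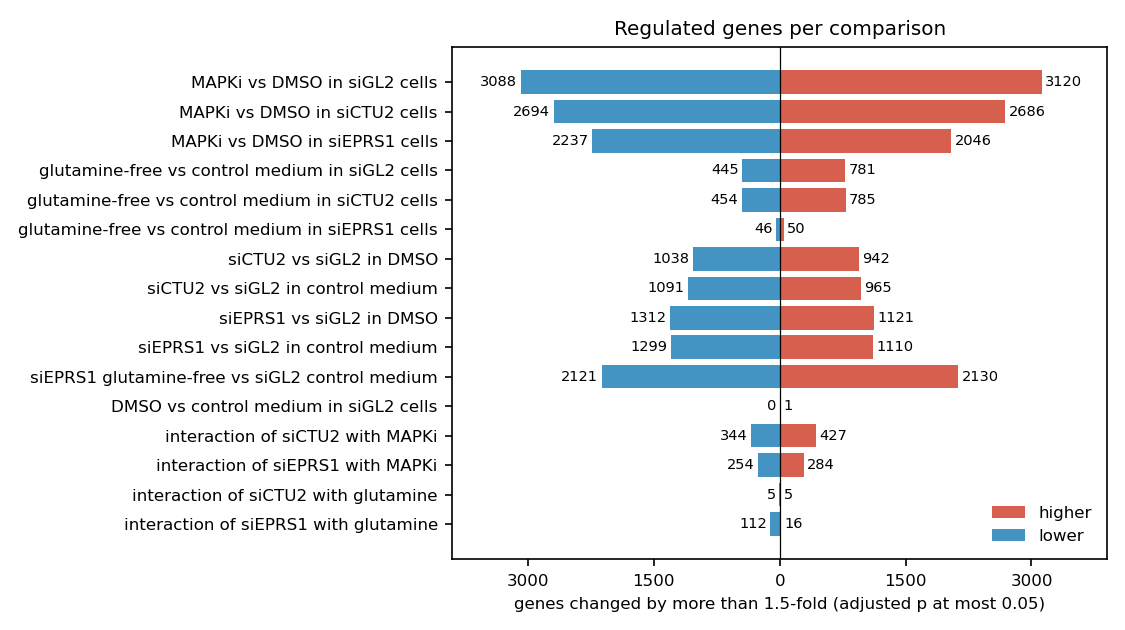
Genes lower (left of 0) and higher (right of 0) by more than 1.5-fold at an adjusted p of at most 0.05, for the 12 comparisons and 4 interactions. MAPKi in siGL2 cells gave 3088 lower and 3120 higher genes, and glutamine-free medium in siEPRS1 cells 46 and 50.

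Genes named per comparison have a mean normalised count of at least 100 and moved the same way in all 3 same-numbered pairs. In siGL2 cells under MAPKi the genes with the largest fitted falls were MRGPRX4 (at least 115-fold lower), SPRR2D (at least 84.3-fold lower) and LOC105369370 (at least 51.6-fold lower). None of them exceeded 3 counts in the treated libraries. Their bounds do not place them ahead of genes such as DUSP6 (log2 fold change −9.6) and SPRY4 (−9.17) in the same comparison. NGFR on chromosome 17, from 49495293 to 49515008, rose from 3.17 ± 0.311 to 405 ± 191 CPM (log2 fold change 7.0, SE 0.44, edgeR adjusted p 7.82e-14 against 1.5-fold). PRUNE2 rose by 6.68 (SE 0.26) and BMF by 6.17 (SE 0.22). In siCTU2 cells LOC105369370 was at least 89.8-fold lower, MYEOV changed by −9.67 (SE 0.53) and MRGPRX4 by −8.68 (SE 0.62), both with at most 4 counts in a treated library, while CRYGS rose by 7.04 (SE 0.54), BMF by 5.87 (SE 0.21) and ANGPTL7 by 5.44 (SE 0.42). Without siCTU2 MAPKi replicate 1 the MRGPRX4 change was −12.19, and without replicate 2 that of MYEOV was −10.56. In siEPRS1 cells MYEOV was at least 307-fold and LINC00326 at least 146-fold lower, and DUSP6 fell from 344 ± 8.58 to 0.507 ± 0.156 CPM. ANGPTL7 rose by 6.85 (SE 0.45), SAMD11 by 6.72 (SE 0.33) and CRYAB by 6.44 (SE 0.27) there.

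Glutamine-free medium was compared with control medium to see how the lack of glutamine changes the mRNAs. It lowered 445 and raised 781 genes in siGL2 cells, and lowered 454 and raised 785 in siCTU2 cells. In siEPRS1 cells 46 genes were lower and 50 higher. Same-numbered pairs of these siEPRS1 libraries correlated at 0.29, 0.33 and 0.41 after removal of group means, and with the replicate number as a block 112 genes were lower and 128 higher. A test against no change moved these counts most and called 7940 genes in siGL2 cells. The siEPRS1 count moved with single libraries, to 29 without siEPRS1 glutamine-free replicate 3, to 47 without siEPRS1 control-medium replicate 1 and to 53 without siEPRS1 control-medium replicate 2. In siCTU2 cells the total of 1239 genes became 802 without glutamine-free replicate 3. In siGL2 cells the genes with the largest rises were ADM2 (log2 fold change 7.0, SE 0.47), CHAC1 and NUPR1 (5.76, SE 0.40). CHAC1, on chromosome 15 from 40952962 to 40956512, rose from 2.97 ± 1.25 to 168 ± 18.7 CPM (log2 fold change 5.83, SE 0.30, edgeR adjusted p 3.1e-14 against 1.5-fold). LRRTM4 changed by −2.71 (SE 0.64), P2RX7 by −2.47 (SE 0.32) and SLC7A8 by −2.35 (SE 0.42).

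In siCTU2 cells without glutamine ADM2 rose by 6.20, CHAC1 by 5.73 and JDP2 by 5.37, LRRTM4 changed by −2.96 and LINC01914 was at least 5.93-fold lower. SURF4_1, a second copy of SURF4 in the table, changed by −2.89 (SE 0.65) and is uncertain, since its control-medium libraries held 25.1 ± 35 CPM and its change was −0.53 (adjusted p 0.366) without siCTU2 control-medium replicate 1. In siEPRS1 cells the named genes were CXCL1 (−1.98, SE 0.35) and AGTR1 (−1.79, SE 0.35) among those lower, and AATBC (2.35, SE 0.34), MYO15B (2.06, SE 0.37) and TXNIP (1.93, SE 0.21) among those higher.

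The 1226 genes called without glutamine in siGL2 cells were followed in the other cells, with each change taken in the direction it had in siGL2 cells. Their median change was 1.32 in siGL2 cells, a value raised by the selection of the genes there, 1.00 in siCTU2 cells and 0.55 in siEPRS1 cells (log2 scale). Of these genes 97.1% moved the same way in siCTU2 cells and 94.4% in siEPRS1 cells, and 617 and 56 of them were called there in the same direction. With the replicate number as a block 692 and 124 of them were.

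**Figure D3:**
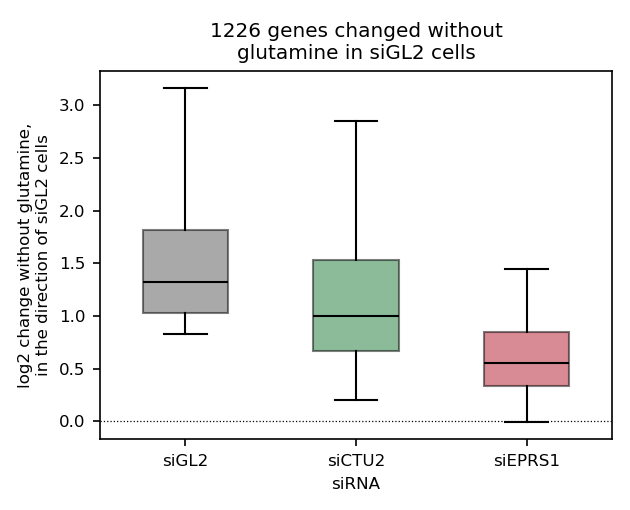
Log2 change without glutamine, in the direction seen in siGL2 cells, for the 1226 genes called in siGL2 cells, by siRNA. Boxes span the quartiles, lines mark the medians of 1.32, 1.00 and 0.55, and whiskers run from the 5th to the 95th percentile.

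Depletion of each target was measured against siGL2 cells in DMSO and, in separate libraries, in control medium. siCTU2 lowered 1038 and raised 942 genes in DMSO, and lowered 1091 and raised 965 in control medium. Of these, 1643 genes were called in the same direction in both media (863 lower, 780 higher) and 0 in opposite directions. siEPRS1 lowered 1312 and raised 1121 genes in DMSO, and lowered 1299 and raised 1110 in control medium, with 1950 called the same way in both (1099 lower, 851 higher) and 1 in opposite ways. A test against no change moved the depletion counts most, to 8075 genes for siCTU2 in DMSO. Spearman correlations across genes between the media were 0.82 for siCTU2 and 0.85 for siEPRS1.

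After siCTU2 in DMSO, DKK1 (chromosome 10, from 52314281 to 52318042) rose from 2.05 ± 0.437 to 114 ± 10.3 CPM (log2 fold change 5.80, SE 0.23, edgeR adjusted p 1.38e-17 against 1.5-fold), EHF rose by 5.21 (SE 0.31) and SLITRK6 by 4.2 (SE 0.27). IDH1 changed by −3.82 (SE 0.18) and G3BP2 by −3.53 (SE 0.08). Their 3′ UTRs hold 1 and 2 matches to the seeds of the siCTU2 siRNAs. ID3_1, a second copy of ID3 in the table, changed by −3.96 (SE 0.70) and is uncertain, since its siGL2 libraries held 10.7 ± 11 CPM. In control medium DKK1 rose by 5.80, EHF by 5.09 and HHIP by 4.25, and IDH1 changed by −3.88, G3BP2 by −3.53 and HMGA2, whose 3′ UTR holds 2 seed matches, by −3.43.

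After siEPRS1 in DMSO the genes with the largest falls were DHRS2 (−4.57, SE 0.31), PRDM7 (−4.39, SE 0.62) and LOC158435 (−4.2, SE 0.38), and those with the largest rises DKK1 (4.86, SE 0.23), ADM2 (4.29, SE 0.49) and AK5 (4.02, SE 0.37). The 3′ UTRs of DHRS2 and PRDM7 hold 0 matches to the siEPRS1 seeds. In control medium GALNT3 changed by −4.42 (SE 0.39) and LOC158435 by −4.13 (SE 0.37), and DKK1 rose by 5.00, ADM2 by 3.99 and MARCHF4 by 3.89. HMOX2_1, a second copy of HMOX2, changed by −4.25 (SE 1.32) and is uncertain, with an adjusted p of 0.0713 and a change of −2.97 without siGL2 control-medium replicate 1.

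The study also sets EPRS1-depleted cells without glutamine against siGL2 cells in control medium. This comparison gave 2121 lower and 2130 higher genes. GALNT3 (−4.62), PRDM7 (−4.28) and LOC158435 (−4.24) had the largest falls, and ADM2 (5.74), NUPR1 (5.06) and DKK1 (4.60) the largest rises. The reference conditions, DMSO and control medium in siGL2 cells, differed in 1 gene, with 0 lower, where 440 genes had an unadjusted p below 0.05. That gene, chosen after its values were seen, was ATF6B_1, a second copy of ATF6B (log2 fold change 6.54, SE 1.04, edgeR adjusted p 0.0201 against 1.5-fold), and the count was 0 without any of 4 of the libraries, namely siGL2 DMSO replicate 3 and siGL2 control-medium replicates 1, 2 and 3. With the replicate number as a block the count was 0 as well.

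Interactions asked whether a depletion changed the response to a treatment. siCTU2 changed the MAPKi effect of 771 genes (344 lower, 427 higher) and siEPRS1 that of 538 genes (254 lower, 284 higher). siEPRS1 changed the glutamine effect of 128 genes (112 lower, 16 higher) and siCTU2 that of 10 genes (5 lower, 5 higher). With the replicate number as a block these counts were 206 and 22. The count of 10 fell to 1 without siCTU2 glutamine-free replicate 2 or siCTU2 control-medium replicate 1, to 2 without siGL2 control-medium replicate 1, to 3 without siCTU2 control-medium replicate 2, siGL2 glutamine-free replicate 2 or siGL2 control-medium replicate 3, and to 5 without siGL2 glutamine-free replicate 3. A test against no change moved the interaction counts most, to 4107 genes for siCTU2 with MAPKi. The 10 genes, chosen after their values were seen, were DDB2, KDELR3, LASP1, MIR1915HG and TNFRSF11A among those lower and EN2, HS3ST3B1, PDK1, PPARGC1A and TENT5A among those higher. Of the 771 genes, 607 (78.7%) changed against the direction of the MAPKi effect in siGL2 cells, and of the 538 genes 423 (78.6%) did. The siGL2 libraries enter both quantities, and among all tested genes the shares were 63.4% and 72.4%.

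Of 96 tests of 8 preset gene lists in 12 comparisons, 34 passed an adjusted p of 0.05 with camera, 23 toward lower and 11 toward higher expression. With the correlation estimated from the data 10 of the 34 passed, and with fry all 34 did among 70. In the sentences that follow, the calls that held with the estimated correlation are named as such, and the remaining calls held with fry and not with the estimated correlation. The MAPK output list had 10 of 10 genes lower after MAPKi, adjusted over the list alone and over all genes tested, with a median of −5.88 in siGL2 cells (camera adjusted p 1.35e-09), −6.00 in siCTU2 cells and −4.78 in siEPRS1 cells, and these 3 calls held with the estimated correlation. It rose without glutamine in siGL2 cells (median 0.52, adjusted p 0.018), where 8 genes were higher over all genes tested and 9 adjusted over the list alone.

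The amino acid response list had 11 of 11 genes higher without glutamine in siGL2 cells by both adjustments, with a median of 2.71 (camera adjusted p 7.72e-15), and in siCTU2 cells a median of 2.64. Both calls held with the estimated correlation. In siEPRS1 cells its median was 0.92 (adjusted p 7.8e-08), with 8 genes higher over all genes tested and 9 adjusted over the list alone. With glutamine, siEPRS1 raised the list by a median of 0.89 in DMSO (adjusted p 0.0452) and 0.87 in control medium (adjusted p 0.0416). In the interaction of siEPRS1 with glutamine all 11 genes were lower by both adjustments, with a median of −1.83. The 20 aminoacyl-tRNA synthetases had a median of −0.66 after MAPKi in siGL2 cells (adjusted p 0.000546), with 16 lower and 1 higher by both adjustments. In glutamine-free medium their median in siGL2 cells was 0.64 (adjusted p 2.16e-05), with 11 higher and 4 lower by both adjustments. Without glutamine in siEPRS1 cells their median was 0.08 (adjusted p 0.276). VARS1 and CARS1 in this list have a second copy in the table and are uncertain. The 11 wobble uridine enzymes had a median of −0.39 after MAPKi in siGL2 cells (adjusted p 0.064), with 8 lower and 1 higher by both adjustments. No camera test of this list passed 0.05, while fry passed in that comparison (adjusted p 1.08e-07). ELP5 in it is uncertain for the same reason.

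The interferon list had a median of 0.60 after MAPKi in siGL2 cells (adjusted p 0.168), 1.47 in siCTU2 cells (adjusted p 0.000259) and 0.61 in siEPRS1 cells (adjusted p 0.021). In siGL2 cells fry passed (adjusted p 5.64e-06) where camera did not. All 10 genes were higher in siCTU2 cells by both adjustments. After siCTU2 the median was −0.45 in DMSO (adjusted p 0.0452) and −0.57 in control medium (adjusted p 0.0187), and with the replicate number as a block the DMSO call was lost (adjusted p 0.0651). OASL did not exceed 3 counts in siCTU2 cells in DMSO and in control medium, and with it at its bound these medians were 1.47, −0.45 and −0.57. The 13 RT-qPCR proliferation and repair genes were all lower after MAPKi in siGL2 cells by both adjustments (median −2.24, adjusted p 1.02e-07) and had a median of −0.45 without glutamine (adjusted p 0.00442), where 11 were lower over all genes tested and 12 adjusted over the list alone. The 4 CTU2-regulated RT-qPCR genes were all lower after siCTU2 by both adjustments, with a median of −1.99 in DMSO (adjusted p 3.02e-06) and control medium (adjusted p 3.62e-06). FABP5 holds 1 and POLR1F 2 matches to the siCTU2 seeds in the 3′ UTR, and ORC3 and LIMK1 hold 0. They had a median of −0.97 after MAPKi (adjusted p 0.021). The 4 EPRS1-regulated RT-qPCR genes were all lower after siEPRS1 by both adjustments, with a median of −2.23 in DMSO and −2.16 in control medium (adjusted p 8.18e-06 in both) and −2.75 in siEPRS1 cells without glutamine against siGL2 cells in control medium (adjusted p 4.22e-05). LRP12 holds 1 and RASEF 3 matches to the siEPRS1 seeds, and MGAT5 and GSTP1 hold 0. The calls of the last 2 lists after their own siRNA held with the estimated correlation. The study names the genes of these lists for their response to the same siRNAs. Their counts of lower genes and their list tests after these siRNAs, by any method, are therefore not independent evidence.

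The study asks whether CTU2 depletion lowers mRNAs that MAPKi lowers. Of the 3088 genes lower after MAPKi in siGL2 cells, 345 (11.2%) were also lower after siCTU2 in control medium, against 6.23% of all tested genes, a ratio of 1.79. No library was shared in that comparison, and the Pearson and Spearman correlations across genes were 0.16 and 0.14. With siCTU2 measured in DMSO, which shares the siGL2 DMSO libraries, the share was 11.5% against 5.93%. The Spearman correlation of 0.21 there stood against 0.10 in 10 simulations of unchanged groups with the same shared libraries (range 0.07 to 0.11). The alternative that moved the ratio of 1.79 most was the use of DESeq2 calls, with a ratio of 2.12. Of the genes lower after MAPKi, 187 (6.06%) were also lower without glutamine in siGL2 cells, against 2.54% of all tested genes (ratio 2.38, Spearman 0.32). Of the 445 genes lower without glutamine in siGL2 cells, 120 (27%) were also lower after siEPRS1 in DMSO, against 7.49% of all (ratio 3.6, Spearman 0.32). Raised genes overlapped as well. Of the genes higher after MAPKi, 11.8% were also higher after siCTU2 in control medium, against 5.51% of all tested genes. The shares were 12.3% against 5.38% for siCTU2 in DMSO and 10.4% against 4.46% without glutamine. Of the genes higher without glutamine, 23.7% were also higher after siEPRS1 in DMSO, against 6.4% of all. The overlap was thus not particular to lowered mRNAs.

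Codon content was compared between coding genes called lower and those called neither lower nor higher, for 10 codons in 8 comparisons, and 24 of the 80 tests passed an adjusted p of 0.05. The percentages compare mean codon shares without adjustment for coding length, while the beta regression p include it. They can differ in sign, as for GAA after MAPKi, with 1.57% and a regression estimate of −0.00989. Coding sequences were available for 13070 tested genes. The 392 coding genes lower without glutamine in siGL2 cells held less GAA than uncalled genes, with a relative difference of −17.1% (2.54% of codons against 3.07%, beta regression adjusted p 5.15e-05). The difference was −12.4% for GAT (adjusted p 0.000124), −23.3% for AAA (adjusted p 1.83e-05), −12.9% for AAT (adjusted p 0.0481) and −18.7% for CAA (adjusted p 2.65e-05). They held 10.2% more GAG (adjusted p 0.000575), 15.7% more GAC (adjusted p 3.58e-08) and 10.6% more AAC (adjusted p 0.000322), and AAG (1.67% more, adjusted p 0.922) and CAG (1.45% more, adjusted p 0.81) did not pass. The GC share at the third codon position (GC3) of these genes was 64.8% against 58.5% in uncalled genes. The alternatives that moved these values most were the comparisons with lists matched on expression and either GC3 or the GC3 of other codons. In the lists matched on GC3, GAA was 2.22% higher (adjusted p 0.487), GAG −0.166% (adjusted p 0.941) and GAT 3.16% (adjusted p 0.336). GAC (5.24%, adjusted p 0.0247) passed there, and AAT was reversed and passed in the other direction (8.95%, adjusted p 0.00444). AAT did not pass with DESeq2 calls (−16.1%, adjusted p 0.0669) or without replicate 1 (−13.4%, adjusted p 0.108).

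**Figure D4:**
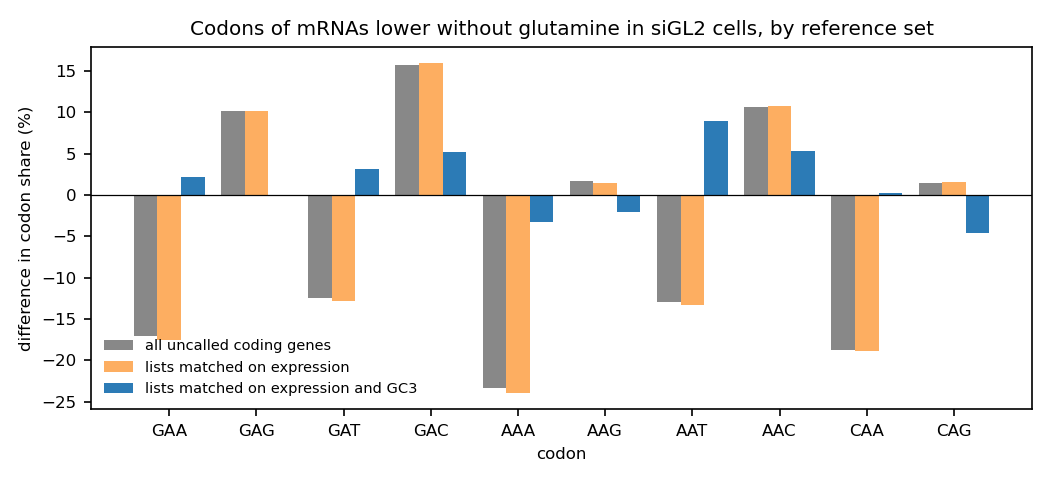
Relative difference in codon share (%) of mRNAs lower without glutamine in siGL2 cells, for 10 codons and 3 reference sets. GAA stood at −17.1% against all uncalled genes and at 2.22% against lists matched on expression and GC3.

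In siEPRS1 cells without glutamine against siGL2 cells in control medium, the 1884 coding genes lower held 6.07% more GAA (adjusted p 0.000524) and 8.44% more GAT (adjusted p 3.58e-08), and GAG (0.146%, adjusted p 1) and GAC (2.21%, adjusted p 0.118) did not pass. AAT was 7.52% higher (adjusted p 2.65e-05) and CAG −4.4% (adjusted p 0.0481, and 0.106 with the block). Against lists matched on expression and GC3, GAA was 2.58% (adjusted p 0.016), GAT 3.82% (adjusted p 0.0016) and GAC 3.39% higher (adjusted p 0.00229). The difference between this result and that in siGL2 cells without glutamine was not tested. After siEPRS1 in control medium the lower genes held 3.54% more GAA (adjusted p 0.0452) and 6.12% more GAT (adjusted p 0.00426), and neither passed against lists matched on expression (adjusted p 0.632 and 0.115). Without replicate 1 the GAA value was 4.38% (adjusted p 0.139), and with the replicate number as a block 3.25% (adjusted p 0.0953). After siEPRS1 in DMSO neither GAA (1.08%, adjusted p 0.809) nor GAT (4.08%, adjusted p 0.0623) passed, and GAT passed there with the block (4.23%, adjusted p 0.0427), with DESeq2 calls and with each replicate number left out in turn. Of the 10 codons AAT differed most after siEPRS1, with 9.78% in control medium (adjusted p 5.15e-05) and 6.8% in DMSO (adjusted p 0.00449), and CAG was lower in control medium (−4.97%, adjusted p 0.0353, but 0.105 without replicate 3). Within siEPRS1 cells only 39 coding genes were lower without glutamine, and neither GAA (−3.19%, and 5.62% with the block) nor GAG (3.61%) passed (adjusted p 1 for both), while AAC did (20.9%, adjusted p 0.0481, but 0.0603 with the block and 0.0686 without replicate 2). The 2601 coding genes lower after MAPKi held 1.57% more GAA (adjusted p 1), which passed against lists matched on expression and GC3 (2.92%, adjusted p 0.00229). They held 4.12% more AAG (adjusted p 0.000403) and 3.6% more GAC (adjusted p 0.0481, but 0.229 without replicate 1). After siCTU2 in DMSO and in control medium GAA stood at −1.36% and −4.67% (adjusted p 1 and 0.561) and AAA at −2.04% and −5.8%. The codons that passed after siCTU2 were GAC, with 3.93% more in DMSO (adjusted p 0.0148) and 5.95% in control medium (adjusted p 7.02e-05), and AAC, with 4.86% (adjusted p 0.00698, but 2.29% and 0.143 without replicate 1) and 7.14% (adjusted p 5.15e-05). AAA in control medium passed only against lists matched on expression (−5.81%, adjusted p 0.0388). Genes called higher also differed from uncalled genes, as in GAA after MAPKi (−16.3%).

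The 3′ UTRs of 11180 tested genes were searched for 7-mers, and each of 15830 7-mers was scored by the log2 changes of genes with it against genes without, after removal of trends with 3′ UTR length and AT content. After siCTU2 in DMSO the match to the seed of one siCTU2 siRNA, AAGGACT, had the lowest score of all (z −10.28) and that of the other, ATGACCA, ranked 5 (z −7.21). After siEPRS1 in DMSO the match CTGCTGA ranked 2 (z −14.81) and the match ATGAGAT of the other siRNA ranked 60. In control medium the ranks of AAGGACT, ATGACCA and CTGCTGA were 1, 3 and 2. Of the genes called lower after siCTU2 in DMSO, 42.8% held a match against 24.7% in lists matched on 3′ UTR length and AT content, and after siEPRS1 in DMSO 47.3% against 28.7%.

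**Figure D5:**
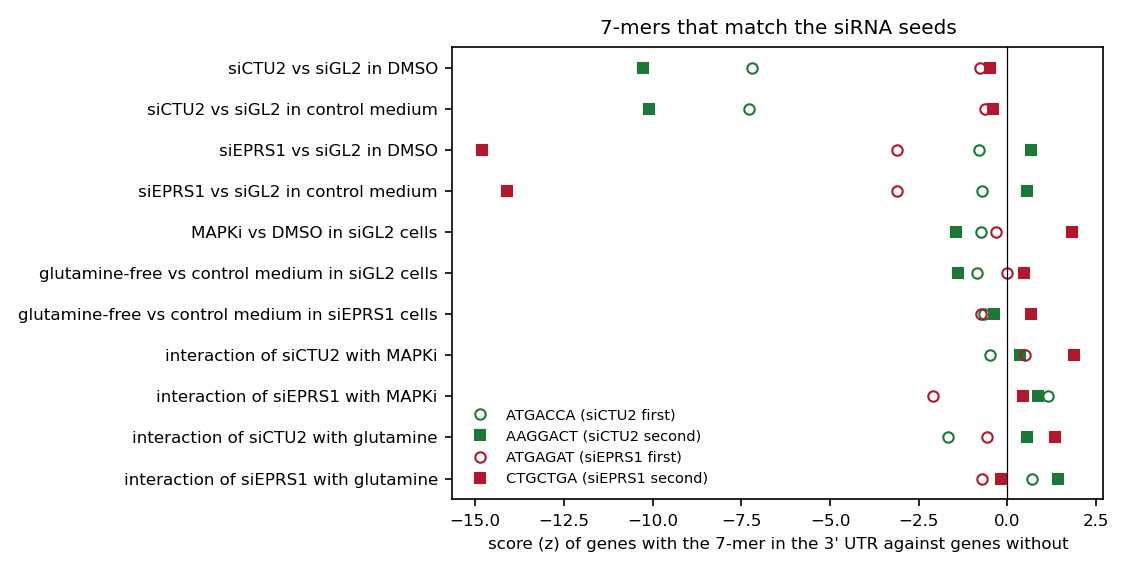
Score (z) of genes with a seed-matched 7-mer in the 3′ UTR against genes without, by comparison, where each point is 1 of the 7-mers for the siCTU2 and siEPRS1 siRNAs. AAGGACT stood at −10.28 after siCTU2 in DMSO and CTGCTGA at −14.81 after siEPRS1 in DMSO.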

Values the study reported

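In the study's untransfected A375 cells, the paper reports 2010 mRNAs lowered and 1719 raised after 24 h of MAPKi. The paper gives 30%, 12%, 8% and 7% more lysine, glutamate, aspartate and asparagine in proteins of the lowered mRNAs than in those of the raised mRNAs.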

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

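The tests in this part chosen only after the result was seen are that on genes already changed by siEPRS1 with glutamine and those of direction against libraries outside an interaction. The results below are differences between siRNA backgrounds in the effect of the same treatment, each tested as an interaction.

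The MAPKi effect differed between siCTU2 and siGL2 cells for 771 genes and between siEPRS1 and siGL2 cells for 538 genes. Of these, 78.7% and 78.6% changed against the direction of the MAPKi effect in siGL2 cells, a share raised by the use of the siGL2 libraries in both quantities. Against the MAPKi effect in libraries outside the interaction, siEPRS1 cells for siCTU2 and siCTU2 cells for siEPRS1, the shares were 58.6% and 56.9%, with 54.9% and 62.6% among all tested genes. Whether the called genes oppose the drug effect more than other genes stays open. Mean total counts of the 4 groups differed at most 1.07-fold and 1.04-fold, which argues against library depth. Seed matches of the siCTU2 siRNAs were in the 3′ UTR of 28.4% of 588 called genes, against 25.5% in matched lists (permutation p 0.0782), and those of the siEPRS1 siRNAs in 31.9% of 404 genes, against 31.9%. Seed silencing that changes with the treatment is therefore not seen in these shares. Of 100 splits drawn from 200, 2 gave as many genes for siCTU2 and 4 for siEPRS1, the real split included, which called 693 and 558 genes in fits of the libraries of each interaction alone. The other splits with as many genes exchanged at least 3 and 2 libraries in one arm and 0 in the other, so they carried a MAPKi effect into the interaction. Splits that exchange libraries in both arms mix treated and untreated libraries within groups, which lowers their counts by design, here and for glutamine below, so these splits say little on chance. A dependence of the drug response on CTU2 and EPRS1 remains a hypothesis, and siRNA effects on other targets without a seed match were not tested.

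The glutamine effect differed between siEPRS1 and siGL2 cells for 128 genes, with 112 lower and 16 higher, and with the replicate number as a block it did for 206. All 128 opposed the effect in siGL2 cells, whose libraries enter both quantities, and 119 (93.0%) opposed that in siCTU2 cells, whose libraries do not, against 59.8% of all tested genes. CHAC1 differed by −4.27 (SE 0.37, edgeR adjusted p 3.52e-09) and TRIB3 by −2.26 (SE 0.16, adjusted p 1.29e-10). The 3′ UTR of CHAC1 holds 2 matches to the siEPRS1 seeds and that of TRIB3 holds 0. Group totals differed at most 1.07-fold. Seed matches were in 34.6% of 104 genes, against 29.9% in matched lists (permutation p 0.278). Of 100 splits, 4 gave as many genes as the 105 of the real split in fits of these libraries alone, and the other splits among them exchanged at least 2 libraries in one arm and 0 in the other. A larger spread between siEPRS1 replicates would leave the size of the effect as it is, but over the 1226 genes called in siGL2 cells the median glutamine effect was 0.55 in siEPRS1 cells and 1.00 in siCTU2 cells. Part of the response may have been present already with glutamine, since 77.2% of the genes moved the same way after siEPRS1 in DMSO, in libraries outside the glutamine comparison, against 51.9% in matched lists (permutation p 0.0002, the smallest the lists allow). CHAC1 rose there by 2.31 (adjusted p 1e-07), but TRIB3 did not (−0.13, adjusted p 0.378). The share after siCTU2 in DMSO was 66.2% against 49.1%, so this is not specific to siEPRS1. A weaker response through the loss of EPRS1 itself stays open and was not tested.

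The glutamine effect differed between siCTU2 and siGL2 cells for 10 genes, with 5 lower and 5 higher. Group totals differed at most 1.09-fold, which argues against library depth. Seed matches were in 33.3% of 9 genes against 35.7% in matched lists, too few genes for seed silencing to be told from none. Of 100 splits, 2 gave as many genes as the 6 of the real split in fits of these libraries alone, and the other of these exchanged 3 libraries in one arm and 0 in the other. The count itself rests on single libraries and was 1 without siCTU2 glutamine-free replicate 2 and 22 with the replicate number as a block. CTU2 and EPRS1 were not among the 10 genes in the test against 1.5-fold. Against no change, the glutamine effect on CTU2 mRNA was higher by 0.84 in siCTU2 cells (SE 0.14, edgeR adjusted p 0.000538) and that on EPRS1 mRNA by 0.54 (SE 0.11, adjusted p 0.00241). For CTU2, weaker siRNA silencing without glutamine would raise the genes with seed matches as well, but the highest score of their 7-mers in the interaction was 0.56. A change of CTU2 transcription or mRNA decay without glutamine was not tested.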

How the results depend on the processing

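No result in this part was chosen for a test after it was seen, apart from the lists matched on the GC3 of other codons, which were added after the data were seen. The cause was not tested where a change is reported, unless it is given. In all, 219 results were recomputed under the alternatives that apply to them. The ratios and correlations of agreement between effects stayed within 1.5 times the value in the report in all 24 cases with a replicate left out and all 24 under other alternatives, with ranges of 1.6 to 2.12 for the ratio of 1.79, 1.66 to 2.13 for 1.94, 2.09 to 2.92 for 2.38 and 3.03 to 4.32 for 3.6. Single genes named in the report became stronger in 3 cases with a library left out and in 6 under other alternatives, all of them EPRS1 or CTU2, and weaker in 2 with a library left out, SURF4_1 and HMOX2_1. Gene list tests became weaker in 25 cases and stronger in 4. Scaling by size factors shifted the median change of all tested genes by less than 0.1.

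A test against no change, which by construction calls smaller effects, called 12036, 11485 and 10673 genes for MAPKi in siGL2, siCTU2 and siEPRS1 cells, and 7940, 7846 and 5601 for glutamine-free medium. It called 8075 and 8207 genes for siCTU2 in DMSO and control medium, 8832 and 8946 for siEPRS1, and 10746 for siEPRS1 without glutamine against siGL2. The interactions had 4107 (siCTU2 with MAPKi), 4181 (siEPRS1 with MAPKi), 1229 (siCTU2 with glutamine) and 1934 genes (siEPRS1 with glutamine). DESeq2 with the same threshold gave 794, 758 and 51 genes without glutamine in siGL2, siCTU2 and siEPRS1 cells, and 509 and 337 for the interactions of siCTU2 and siEPRS1 with MAPKi.

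With only the libraries of the comparison, fewer libraries set the spread, and 783 genes were called without glutamine in siCTU2 cells, 15 in siEPRS1 cells and 6 in the interaction of siCTU2 with glutamine. The stricter adjusted p of at most 0.01 gave 784 and 28 genes without glutamine in siCTU2 and siEPRS1 cells, and 472, 307, 1 and 77 in the interactions of siCTU2 with MAPKi, siEPRS1 with MAPKi, siCTU2 with glutamine and siEPRS1 with glutamine. With the replicate number as a block, 240 genes were called without glutamine in siEPRS1 cells, 22 in the interaction of siCTU2 with glutamine and 206 in that of siEPRS1 with glutamine. A filter on a total count of at least 2 gave 20 genes in the interaction of siCTU2 with glutamine. In that interaction size factors gave 5 lower and 3 higher genes. The single gene that differed between DMSO and control medium gave way to 0 genes with filterByExpr, the block, protein-coding genes only and an adjusted p of at most 0.01, where 440 genes had an unadjusted p below 0.05 with the settings of the report.

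When each library was left out in turn, the count ranged from 802 to 1327 without glutamine in siCTU2 cells (802 without siCTU2 glutamine-free replicate 3), from 29 to 128 in siEPRS1 cells (29 without siEPRS1 glutamine-free replicate 3, 47 and 53 without control-medium replicates 1 and 2), from 0 to 1 between DMSO and control medium (0 without siGL2 DMSO replicate 3 or any siGL2 control-medium replicate) and from 1 to 14 in the interaction of siCTU2 with glutamine (1 without siCTU2 glutamine-free replicate 2 or control-medium replicate 1). The other counts stayed within 1.5 times the count in the report.

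The EPRS1 difference after siCTU2 in DMSO passed with the block (−0.16, adjusted p 0.0427) and with the libraries of the comparison (−0.16, adjusted p 0.0429), in a range from 0.0427 to 0.267. CTU2 without glutamine in siGL2 cells passed with size factors (−0.25, adjusted p 0.0335), the block (−0.23, adjusted p 0.04) and DESeq2 (−0.25, adjusted p 0.0275), and ranged from −0.27 to −0.16 over the omitted libraries (−0.27, adjusted p 0.0441, without siGL2 control-medium replicate 3). CTU2 without glutamine in siEPRS1 cells passed with DESeq2 (−0.23, adjusted p 0.0496) and ranged from −0.30 to −0.11, with −0.30 (adjusted p 0.0239) without siEPRS1 glutamine-free replicate 1 and −0.29 (adjusted p 0.0311) without control-medium replicate 3. Apart from the counts and calls with the block given above, that of the interferon list after siCTU2 in DMSO (adjusted p 0.0651) and those on codons given below, the block moved no count by over 1.5 times and changed no call of the genes, lists and codons recomputed. Of the gene list tests, 10 passed with estimated correlation and 70 with fry, against 34.

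For mRNAs lower without glutamine in siGL2 cells, lists matched on expression and GC3 gave differences of 2.22% for GAA, −0.166% for GAG, 3.16% for GAT, −2.1% for AAG, 8.95% for AAT, 0.208% for CAA and −4.59% for CAG, all reversed, and −3.3% for AAA and 5.36% for AAC, no longer past the threshold. Lists matched on the GC3 of other codons gave 2.11%, −0.444%, 2.96%, −2.03%, 9.02%, 0.738% and −4.29% for the same reversed codons, and −3.44% for AAA and 5.68% for AAC. With DESeq2 calls AAT was −16.1% (adjusted p 0.0669). Without single replicate numbers AAG ranged from −0.477% to 1.74% and AAT from −18.9% to −13.4% (adjusted p 0.108 for the latter, without replicate 1).

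For siEPRS1 without glutamine against siGL2 in control medium, GAG was −0.929% with DESeq2 calls and ranged from −2.02% to 0.28% over omitted replicates, and GAC passed in lists matched on GC3 (3.39%) and on that of other codons (3.25%). GAA after MAPKi passed in the same lists (2.92% and 3.48%) and ranged from 2.21% to 3.77% over omitted replicates. For siEPRS1 without glutamine against siGL2, GAA ranged from 5.01% to 9.41% over omitted replicates. After siCTU2 in DMSO GAA was 0.319% with DESeq2 calls and ranged from −2.11% to 0.936%, and in control medium from −5.41% to 0.262%. AAA in control medium passed in expression-matched lists (−5.81%, adjusted p 0.0388). It ranged there from −7.28% to −0.533% over omitted replicates and from −6.71% to −0.334% under other alternatives. In DMSO AAA ranged from −3.18% to −0.742% over omitted replicates. For glutamine-free medium in siEPRS1 cells, with 39 genes, GAA was 5.62% with the block and 9.19% and 8.4% in lists matched on GC3 and on that of other codons, and GAG −4.15% and −3.12% in those lists. Over omitted replicates they ranged from −38.8% to 12% for GAA and from −12.8% to 2.47% for GAG. After siEPRS1 in control medium GAA did not pass with the block (3.25%, adjusted p 0.0953) or in lists matched on expression (1.49%), on GC3 (1.22%) and on that of other codons (1.64%), and ranged from 3.13% to 7.71% over omitted replicates (4.38%, adjusted p 0.139, without replicate 1). GAT there did not pass in the same lists (3.32%, 2.46% and 2.63%) and ranged from 5.27% to 10.3% over omitted replicates. CAG there did not pass with DESeq2 calls (−4.22%, adjusted p 0.316) and ranged from −5.61% to −4.55%. After siEPRS1 in DMSO GAA was −0.956% in expression-matched lists and ranged from 1.48% to 2.63% over omitted replicates. GAT there passed with DESeq2 calls (5.16%), with the block (4.23%) and without each replicate number (4.62% to 6.16%). For siEPRS1 without glutamine against siGL2, CAG did not pass with the block (−4.07%) and ranged from −4.99% to −4.11%. GAC after MAPKi did not pass with the MANE transcript (3.65%) and ranged from 2.62% to 3.68%, and AAC after siCTU2 in DMSO from 2.29% to 5.9%. AAC without glutamine in siEPRS1 cells did not pass with DESeq2 calls (23.4%), with the block (13.2%) or in lists matched on expression (18.1%), on GC3 (17.1%) and on that of other codons (16.3%), and ranged from 38% to 62% over omitted replicates.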

Other observations

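The tests chosen only after the result was seen are those of seed matches as the source of the 7-mer scores, of GC3 for GAC and AAT, of gene sets drawn by codon, of siEPRS1 alone for GAA, and of uncounted reads for gene copies.

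Among the splits of the 6 libraries of a comparison into 3 and 3, 1 of the 10 gave as many genes in each of the 11 comparisons other than DMSO against control medium, namely the real split. With 10 splits the share cannot fall below 10%, so these counts cannot show a share under 0.05. Every other split mixes the compared conditions within a group, which widens the spread there and lowers the count, so these counts do not bear on chance. For DMSO against control medium 7 of the 10 splits gave as many genes.

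Genes with 3′ UTR matches to the siRNA seeds were lower after the siRNA. The lowest seed-matched 7-mer scored −10.28 for siCTU2 and −14.81 for siEPRS1, and 3′ UTR length or base composition was argued against by the rearrangements of the same letters, the lowest of which scored −8.38 and −8.56. Those rearrangements, AGGACTA and ACTGCTG, are the seed matches shifted by 1 base and overlap the same sites. Off-target silencing through the seeds may therefore account for part of the genes lower after depletion, with an excess over matched lists of 147 genes for siCTU2 and 194 for siEPRS1 in DMSO. It leaves open the genes without a match. Genes with a match to the seed of the control siRNA, TACTTCG, were higher after both depletions, with z 4.76 after siCTU2 in DMSO (rank 3 from the highest) and z 3.5 after siEPRS1 in DMSO (rank 22). The same siRNA pools were used in all treatments, so in these libraries no second pool could tell target from seed effects. The study also transfected the siRNAs singly and measured the targets and the regulated genes by RT-qPCR, data that were not used here.

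The shift in GAA and GAG of mRNAs lower without glutamine in siGL2 cells was in line with third-position GC content in general. Against lists matched on expression and GC3, GAA differed by 2.22% and GAG by −0.166%, and neither passed. GC3 alone does not account for GAC and AAT, which differed from these lists by 5.24% (adjusted p 0.0247) and 8.95% (adjusted p 0.00444), the latter against the direction of the shift. A cause acting on the share of GAA or GAG alone was argued against by lists matched on the GC3 of other codons, from which these mRNAs differed by 2.11% in GAA and −0.444% in GAG. In 40 sets of 392 uncalled genes drawn by GAA share to the mean of these mRNAs, GAA differed from such lists by −11.5% to −3.12%, and in 40 sets drawn by GAG share GAG differed by 1.23% to 12.4%. In 40 sets drawn by the third base of the 10 codons GAA differed by −6.72% to 3.83%, so for GAA a cause acting on these codons together cannot be told apart from one acting on GC3 as a whole.

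GAA was raised in mRNAs lower in siEPRS1 cells without glutamine. Genes with siEPRS1 seed matches were argued against as the source of the excess over expression-matched lists, which was 5.26% without them (permutation p 0.0056). Those lists were not matched on GC3, so the excess at matched GC3 was not tested in this way. Whether siEPRS1 alone gives the shift cannot be told apart from chance, since after siEPRS1 in control medium the difference from such lists was 1.49% (permutation p 0.432) and in DMSO −0.956% (permutation p 0.61).

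The share of genes lowered by MAPKi that were also lower after siCTU2 stayed above that of all tested genes when genes with siCTU2 seed matches were left out, with a ratio of 1.57 against 1.54 for all genes with a 3′ UTR. This argues against seed matches as the source of the overlap.

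Second copies of genes in the table scattered more than other genes, with a median coefficient of variation within groups of 24.0% for 147 copies against 9.42% for 3852 coding genes at mean counts of 100 to 1000. Reads moved between a copy and its gene were argued against, since the median within-group correlation of 229 pairs was −0.01. Reads that fit both and were not counted are a candidate explanation, since coding genes with a copy had a median mean count of 0.333 against 425 without. Low counts of such genes, among them VARS1, CARS1 and ELP5, may therefore not show low expression, which was not tested for single genes.

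After MAPKi in siGL2 cells, proteins of the 2601 coding genes lower held 13.2% more lysine, 6.65% more glutamate, 6.47% more aspartate and 3.88% more asparagine than those of the 2114 genes higher, and 0, 0, 0 and 18 of 10000 random regroupings of the genes gave a difference as large. Each excess is smaller than the paper gives for untransfected cells, least so that of aspartate. Lower, uncalled and higher genes held 6.19%, 5.98% and 5.47% lysine, and 7.23%, 7.17% and 6.78% glutamate. The shares were 4.89%, 4.76% and 4.59% for aspartate, and 3.57%, 3.47% and 3.43% for asparagine. Uncalled genes thus lay nearer to the lower genes for lysine, glutamate and aspartate, and nearer to the higher genes for asparagine.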
